A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Dysregulation of amino acid metabolism upon rapid depletion of cap-binding protein eIF4E" (2023).

How the data were processed

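The screen measured RNA barcodes in budding yeast (Saccharomyces cerevisiae) by CiBER-seq, a form of CRISPR interference in which each plasmid carries a guide RNA and a pair of transcribed barcodes. One barcode lay behind P(Z), a promoter switched on by the synthetic transcription factor ZEM, and the other behind the housekeeping TFC1 promoter, P(TFC1). ZEM was made as a P2A fusion from the chromosomal ARO10 gene, so that P(Z) output follows ARO10 expression. Yeast grew in turbidostats at an OD600 of 0.6 with 10 nM beta-estradiol, were sampled (50 mL) after 6 doublings (9 hours), received 250 ng/ml anhydrotetracycline to induce the guides, and were sampled again after another 6 doublings. The labels give 2 biological replicates of each of 4 groups, P(TFC1) and P(Z) barcodes before and after induction, which makes 8 libraries. The labels do not say more about how the biological replicates were started, so p-values measure the spread between these samples only.

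The authors trimmed reads and separated pooled libraries with cutadapt (version not given in the sources used here), counted the barcodes, and deposited raw counts per barcode pair with the name of the guide each pair belongs to. No alignment to the genome enters such a table, and no molecular identifiers are stated, so counting intervals cover counting error only. Before these counts were used, each column was matched to a library by its label. The table held 228890 barcode pairs, of which 16309 name no guide (7.78% of all counts). These rows stayed out of library sizes and of all guide tests, and served as a control. The sources used here do not say whether they are plasmids without a guide or pairs whose guide was not assigned. The other rows named 53530 guides against 6554 targets. Of the target names, 5855 matched the R64 annotation of the S288C genome and 699 did not and are written as deposited. Gene symbols and coordinates come from that annotation. Guide sequences, guide positions and the genome build behind them are not given in the sources used here.

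A barcode pair was kept where it had at least 32 counts in each of the 4 libraries made before induction, which follows the minimum the study states, read here as applying to both promoters. This kept 70497 pairs (30.8%), of which 65522 belonged to guides. Counts were then summed over the pairs of each guide, giving 35408 guides of 6495 targets with a median of 6 guides per target. A single pair stood for 18533 of the guides, and 16875 had 2 or more. Median counts per tested guide ran from 106 to 150 over the libraries.

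The main comparison was the change of the P(Z) over P(TFC1) ratio after induction, fitted with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) and TMM scaling. P(Z) and P(TFC1) libraries of the same time and replicate number were taken as one RNA sample. The model had 1 intercept for each of the 4 RNA samples and a P(Z) effect before and after induction, which leaves 2 residual degrees of freedom per guide. The spread was shared over guides, with 215 prior degrees of freedom. P(TFC1) and P(Z) barcodes were also tested alone, each over its 4 libraries. P-values were adjusted by the Benjamini-Hochberg method over all guides, with a threshold of 0.05. For counts per gene and per gene list a called guide also had to change by more than 1 on the log2 scale. Standard errors of guides were taken from the quasi-likelihood F statistic. Values per replicate, with samples matched by number, and all correlations of log2 counts, used a pseudocount of 1.

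For 34 gene lists fixed before the data were examined, genes with at least 1 called guide were compared with all other tested genes by a two-sided Fisher's exact test, for raised and for lowered guides, with Benjamini-Hochberg adjustment over lists and directions. Target names that did not match the annotation counted as genes in these tests. Agreement between guides of one gene was tested against 1000 permutations of gene labels. Named genes were chosen by a rule fixed at the same time. It took ARO10, GAL1, TFC1, ARO80, TAT1, PAB1, TIF34, CDC33 and the genes of SPS amino acid sensing. It added the 10 genes with the highest and the 10 with the lowest mean change of called guides, among genes with at least 2 guides called one way, none called the other way, and the same sign in both replicates. It further took the 3 highest and 3 lowest guides, up to 3 genes of each list past its test, and 5 genes each way for each promoter alone. One gene that the rule took is not reported here. Means over called guides are means of guides selected by the test and so lie further from 0 than means over all guides of a gene.

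Alternatives were DESeq2 1.42.0 (size factors and Wald test), limma 3.58.1 on log ratios with precision weights, after the mpralm method the study used, scaling to total counts, other count minimums, single barcodes, a model without sample intercepts, a replicate block, and leaving out each sample. Scaling to the barcodes that name no guide, and DESeq2 calls for the gene lists, were added after seeing the data. The steps were tested on simulated counts of 35408 guides with 200 changed guides and the dispersion estimated from the real counts (0.024), after a first run with a larger assumed dispersion had recovered fewer changed guides. In the ratio comparison 83 of 100 guides changed by 2 on the log2 scale were recovered and 12 of 100 changed by 1, with 2 unchanged guides called. For P(TFC1) alone these were 100 and 43 of 100, and for P(Z) alone 99 and 55 of 100. The simulation gave every library the same dispersion. Real P(Z) replicates differed more, with a chi-square per degree of freedom of 5.70 and 5.91 against 2.81 and 3.66 for P(TFC1). The simulated recoveries therefore do not compare the 2 promoters.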

Results

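Barcode pairs were counted in 8 libraries, with 2 replicates in each of 4 groups. Total counts were 8429107 and 8142906 for P(TFC1) before guide induction, 9581614 and 9112420 for P(TFC1) after induction, 11767377 and 10245249 for P(Z) before, and 12165581 and 11439443 for P(Z) after. Replicates of each group differed by more than sampling noise, with a chi-square per degree of freedom of 2.81 to 5.91 across guides. Pearson correlations of log2 counts between replicates, taken across guides, which are not independent replicates, were 0.936 and 0.926 for P(TFC1) before and after induction and 0.904 for P(Z) at both times. Changes below are log2 changes of the P(Z) over P(TFC1) ratio from before to after induction unless a single promoter is named.

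The first question was whether guides against the parts of the reporter itself changed its output. Guides against ARO10 (YDR380W, chromosome IV, 1234218 to 1236125), the gene whose fusion makes ZEM and which encodes a decarboxylase of aromatic amino acid breakdown, lowered the ratio in 7 of 7 guides, with a mean log2 change of -2.88 ± 0.95 (SD, n = 7 guides). Guides against GAL1 (YBR020W, chromosome II, 279021 to 280607), the galactokinase gene from whose promoter P(Z) derives, lowered it in 3 of 7 guides, with a mean of -2.67 ± 0.17 (SD, n = 3 guides). For both genes the fall was in the P(Z) barcode, with means of -2.79 and -2.64, while P(TFC1) means were 0.10 and 0.03. Guides against TFC1 (YBR123C, chromosome II, 484742 to 486691), whose promoter drives the other barcode, raised the ratio in 2 of 7 guides, with a mean of 3.38 ± 0.18 (SD, n = 2 guides). In these 2 guides the P(TFC1) barcode fell, with log2 changes of -3.34 ± 0.52 and -5.10 ± 0.58 (SE). The first had 66 P(TFC1) counts before and 7 after induction. The second had 101 P(TFC1) counts before and 3 after induction, a fall of 37.2-fold with a 95% exact binomial interval of 12.4 to 183. With DESeq2, 1 of these 2 TFC1 guides kept its call. Their P(Z) changes were -0.17 ± 0.38 and -1.66 ± 0.48 (SE). TFC1 guides 02, 03 and 06 also had a lowered P(TFC1) barcode (-1.32, -2.45 and -0.92). Their P(Z) changes were -0.75, -1.66 and -0.73, and their ratio was not called. In guides 01 and 08 neither barcode was called. Barcodes also follow the abundance of a guide's cells, which these falls do not separate from promoter activity. The list of these reporter genes was past its test for lowered guides (2 of 3 genes, adjusted Fisher p = 0.0139), and 10 guides were lowered both over all guides and adjusted over the list alone. The study chose these genes for its reporter and read ARO10 and GAL1 from this screen, so the list is not independent evidence. With scaling to the barcodes that name no guide, the adjusted p of the list was 0.310, in a range of 2.98e-16 to 0.310 over 12 alternatives.

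**Figure D1:**
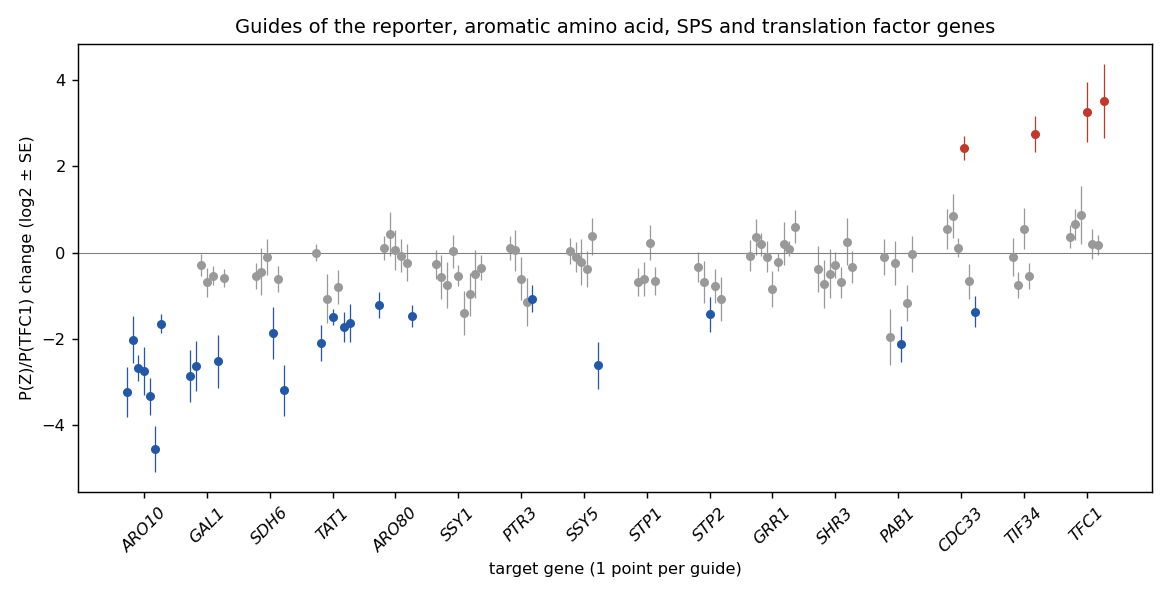
Change of the P(Z) over P(TFC1) ratio (log2, vertical axis) for each tested guide of 16 genes, with bars of 1 SE; coloured points passed the test with a change over 1, red raised and blue lowered, and grey points did not. All 7 ARO10 guides lie below 0, and the 2 called TFC1 guides lie above 3.

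Across the genome more guides raised the ratio than lowered it. Of 35408 guides, 1860 (5.25%) were raised and 359 (1.01%) lowered with edgeR's quasi-likelihood test at an adjusted p below 0.05, and 1641 and 214 of these changed by more than 1. The raised guides with a change over 1 fell on 1101 target genes and the lowered ones on 188. The split depended on the scaling. The raised share of called guides was 83.8% with TMM, 73.4% with total counts and 70.9% with limma on log ratios, and 24.7% when counts were scaled to the barcodes that name no guide, which moved the median guide to -0.38 (1215 raised and 3708 lowered). DESeq2 called 1119 raised and 75 lowered, and the lowered guides numbered 158 and 170 without pre-induction replicate 1 or 2.

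Genes of the cytosolic ribosome and its assembly had raised guides more often than other genes did, though most of their guides were not called. Among large ribosomal subunit proteins 51 of 81 genes had a raised guide, against 16.4% of other genes (odds ratio 8.68, adjusted exact Fisher p = 9.43e-19). RPL35A was raised in 6 of 6 guides with a mean of 3.15 ± 0.67 (SD), RPL10 in 5 of 7 with 3.27 ± 0.67, and RPL12B in 5 of 7 with 2.13 ± 0.33. With DESeq2, 2 of the 5 RPL12B guides kept their call, while RPL35A and RPL10 kept all of theirs. Small ribosomal subunit proteins had raised guides for 21 of 57 genes (odds ratio 2.89, adjusted p = 0.00199), among them RPS27B in 6 of 10 guides (1.76 ± 0.26), RPS3 in 4 of 6 (3.62 ± 1.69) and RPS15 in 4 of 6 (2.88 ± 0.71). With DESeq2, 3 of the 6 RPS27B guides and 3 of the 4 RPS3 guides kept their call. Large subunit biogenesis had raised guides for 44 of 80 genes (odds ratio 6.19, adjusted p = 2.69e-13), with NSA2 in 5 of 8 guides (2.10 ± 0.30), NOG1 in 4 of 6 (2.10 ± 0.51) and TIF6 in 3 of 7 (3.43 ± 0.45). Small subunit biogenesis had raised guides for 34 of 64 genes (odds ratio 5.70, adjusted p = 5.89e-10), with MPP10 in 4 of 6 guides (1.83 ± 0.36), UTP23 in 3 of 6 (1.73 ± 0.38) and UTP18 in 2 of 7 (2.44 ± 1.48). The raised guides of these 4 lists numbered 131 of 441, 43 of 322, 81 of 415 and 51 of 339 tested over all guides, and 146, 50, 84 and 61 adjusted over the list alone. The study named ribosomal protein and ribosome biogenesis genes from this same screen, so these lists are not independent evidence of its direction. Proteins of the mitochondrial ribosome had raised guides for 7 of 66 genes, which did not pass (adjusted p = 0.416), and RNA polymerase I and its factors for 2 of 15 (adjusted p = 1).

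Enzymes that charge tRNA and the initiation factors eIF2, eIF2B and eIF3 also had raised guides more often than other genes did. The lists of the other initiation factors did not pass, but no difference between initiation factor lists was tested. Cytosolic aminoacyl-tRNA synthetases had raised guides for 14 of 21 genes (odds ratio 9.91, adjusted p = 7.27e-06), with the histidine enzyme HTS1 in 7 of 10 guides (1.82 ± 0.46, SD), the asparagine enzyme DED81 in 3 of 5 (3.37 ± 1.37) and the phenylalanine enzyme subunit FRS2 in 3 of 4 (3.16 ± 0.91). The factors eIF2 and eIF2B, which deliver and recharge the initiator tRNA complex, had raised guides for 5 of 9 genes (odds ratio 6.15, adjusted p = 0.0407), with GCD6 in 5 of 5 guides (3.16 ± 0.90), GCD11 in 4 of 5 (3.84 ± 0.50) and SUI3 in 2 of 3 (4.23 ± 0.53). For eIF3, a scaffold of the initiation complex, 4 of 6 genes had raised guides (odds ratio 9.83, adjusted p = 0.0407), with NIP1 in 3 of 5 guides (2.61 ± 0.31), TIF34 in 1 of 5 (2.74 ± 0.42, SE) and RPG1 in 1 of 7 (2.68). The raised guides of these 3 lists numbered 33 of 125, 14 of 47 and 6 of 33 tested over all guides, and 38, 14 and 7 adjusted over the list alone. The synthetase list also had 3 lowered guides. Without the sample of post-induction replicate 1 the adjusted p for eIF2 and eIF2B was 0.107, and with DESeq2 it was 0.0543. The eIF3 list did not pass without pre-induction replicate 2 (0.101), without post-induction replicate 2 (0.133), without the limit on size (0.0627), with DESeq2 (0.342) or with scaling to the barcodes that name no guide (0.0684). Over 12 alternatives the adjusted p ranged from 1.22e-07 to 0.107 for eIF2 and eIF2B and from 0.0133 to 0.342 for eIF3, and the RPG1 guide lost its call with DESeq2.

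Raised guides were also frequent among genes of the 26S proteasome, RNA polymerase III, TORC1 signalling and the nuclear pore. The 26S proteasome, which degrades ubiquitin-tagged proteins, had raised guides for 23 of 30 genes (odds ratio 16.4, 95% interval 6.80 to 45.4, adjusted p = 2.11e-11), with RPT4 in 7 of 10 guides (2.19 ± 0.59, SD), PRE4 in 5 of 7 (2.10 ± 0.62) and RPN6 in 5 of 6 (1.98 ± 1.07). RNA polymerase III with TFIIIB and TFIIIC, which transcribe tRNA genes, had raised guides for 10 of 22 genes (odds ratio 4.11, adjusted p = 0.0105), with RPO31 in 6 of 7 guides (2.75 ± 0.72) and RPC53 in 4 of 9 (2.03 ± 0.99). TFC1, a TFIIIC subunit, is in this list as well as being the source of the reference promoter. TORC1, Sch9 and the regulators of ribosomal protein genes had raised guides for 8 of 18 genes (odds ratio 3.94, adjusted p = 0.0285), with the phosphatase gene SIT4 in 3 of 6 guides (2.78 ± 0.75), TCO89 in 2 of 5 (1.45 ± 0.40) and KOG1 in 1 of 5 (2.18). Nuclear import and pore genes had raised guides for 11 of 27 genes (odds ratio 3.39, adjusted p = 0.0154), with NUP82 in 3 of 7 guides (2.06 ± 1.25), NSP1 in 2 of 8 (1.48 ± 0.52) and SRM1 in 1 of 5 (3.62). These 4 lists held 55 of 161, 22 of 126, 11 of 100 and 14 of 143 tested guides raised over all guides, and 61, 23, 13 and 17 adjusted over the list alone. The TORC1 list did not pass without post-induction replicate 1 (adjusted p = 0.121) or without the limit on size (0.0585), and the nuclear pore list did not pass without pre-induction replicate 2 (0.209), with the count minimum in P(TFC1) libraries alone (0.0583), with DESeq2 (0.0961) or with scaling to the barcodes that name no guide (0.278). Over 12 alternatives their adjusted p ranged from 0.0146 to 0.121 and from 0.00141 to 0.278.

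**Figure D2:**
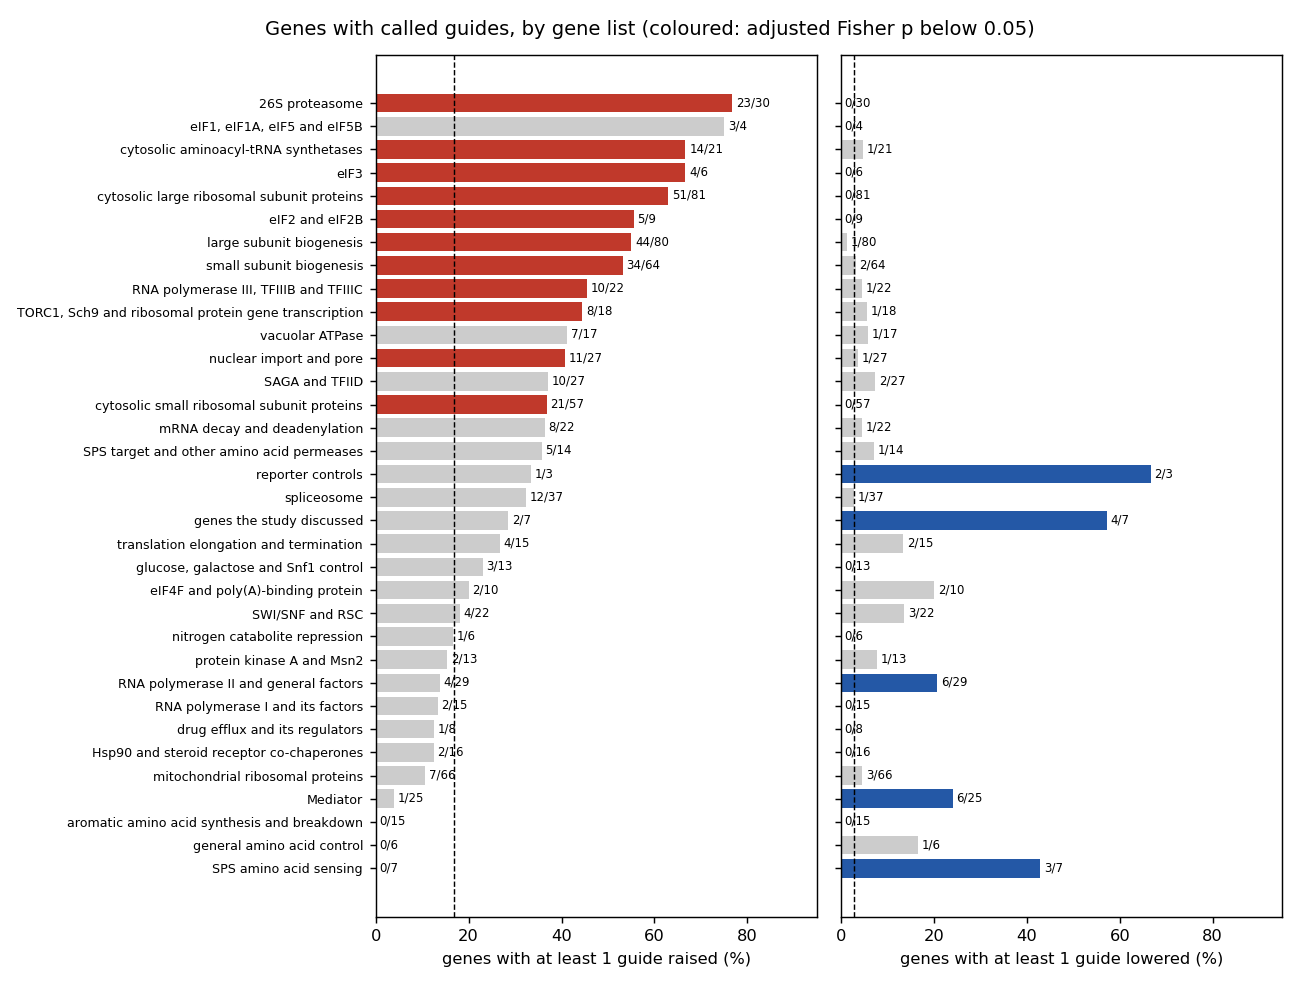
Share of tested genes of each list with at least 1 raised guide (left) or lowered guide (right), in percent, with the numbers of genes beside each bar; the dashed line is the share over all tested genes, and coloured bars passed the adjusted Fisher test. The 26S proteasome (23 of 30) and large ribosomal subunit (51 of 81) bars stand far to the right of the line for raised guides.

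Several other lists did not pass for raised guides with edgeR's test and TMM, though some passed under alternatives. These were eIF1, eIF1A, eIF5 and eIF5B (3 of 4 genes, adjusted p = 0.0607), the vacuolar ATPase (7 of 17, 0.0607), SAGA and TFIID (10 of 27, 0.0607), mRNA decay and deadenylation (8 of 22, 0.0758), the spliceosome (12 of 37, 0.0758) and amino acid permeases (5 of 14, 0.199). Of 12 alternatives the vacuolar ATPase passed in 10 (adjusted p 8.4e-06 to 0.0966), mRNA decay in 8 (1.39e-05 to 0.155), the eIF1 group in 7 (0.00038 to 0.225), the spliceosome in 5 (0.0188 to 0.202), SAGA and TFIID in 4 (0.00774 to 0.139) and the permeases in 2 (0.00482 to 0.386). Shares were 4 of 15 genes for translation elongation and termination, which passed only without pre-induction replicate 1 (adjusted p = 0.643, with 0.0123 to 0.805 over 12 alternatives), 2 of 10 for eIF4F and the poly(A)-binding protein, 3 of 13 for glucose and galactose control, 4 of 22 for SWI/SNF and RSC, 1 of 6 for nitrogen catabolite repression, 2 of 13 for protein kinase A and Msn2, 2 of 16 for Hsp90 and its co-chaperones and 1 of 8 for drug efflux. The last 2 lists bear on how the cells handle an estradiol-dependent activator. With edgeR's test 0 of 15 genes of aromatic amino acid synthesis and breakdown other than ARO10 and 0 of 6 genes of general amino acid control had a raised guide (adjusted exact Fisher p = 0.238 and 0.883). DESeq2 also called 0 in both, and 5 and 1 of their guides were higher at an unadjusted p below 0.05. For lowered guides general amino acid control had 1 of 6 genes (adjusted p = 0.393) and passed in 3 of 12 alternatives (0.00927 to 1). These were limma (3 of 6, 0.0134), the count minimum in P(TFC1) libraries alone (2 of 6, 0.0376) and without post-induction replicate 1 (3 of 6, 0.00927). The lists not past the test held 7, 16, 14, 18, 19 and 11 raised guides in the order of the first 6, and 13, 17, 17, 18, 20 and 13 adjusted over the list alone.

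Guides that lowered the ratio included those against the permease gene TAT1, the regulator ARO80 and genes of amino acid sensing. TAT1 (YBR069C, chromosome II, 376574 to 378433), a permease for tyrosine and branched-chain amino acids, was lowered in 4 of 7 guides, with a mean of -1.73 ± 0.26 (SD, n = 4 guides). ARO80 (YDR421W, chromosome IV, 1312040 to 1314892), the activator of ARO10, was lowered in 2 of 7 guides with a mean of -1.34 ± 0.18 (SD, n = 2 guides). Medians over all guides were -1.48 for TAT1 and -0.07 for ARO80. Only 1 of the 2 ARO80 calls was left with single barcodes, with no count minimum and with the count minimum in P(TFC1) libraries alone. The permease list as a whole had 4 lowered guides, all of TAT1 (1 of 14 genes, adjusted p = 0.657, with 0.00573 to 1 over 12 alternatives and 1 of them past the threshold), against 11 raised ones. In SPS sensing, the plasma membrane system that reads external amino acids, 3 of 7 genes had a lowered guide (adjusted p = 0.00521). These were the protease gene SSY5 in 1 of 6 guides (-2.61 ± 0.55, SE), the transcription factor gene STP2 in 1 of 5 (-1.43 ± 0.40) and PTR3 in 1 of 5 (-1.06 ± 0.32). With edgeR's test and TMM no guide was called for SSY1, STP1, GRR1 or SHR3, whose medians over all guides were -0.53, -0.63, 0.10 and -0.38. Scaled to the barcodes that name no guide, all 7 genes had a lowered guide (adjusted p = 0.000364), and STP1 also had one with no count minimum. That scaling shifted guides downward as a whole, with 1776 of all guides lowered by more than 1, against 214 with TMM. The SPS list held 3 lowered guides both over all guides and adjusted over the list alone, and the study drew it from this screen, so that it is not independent evidence. The list did not pass without pre-induction replicate 2 (adjusted p = 0.276), without post-induction replicate 1 (0.107) or with DESeq2 (0.179), in a range of 0.000364 to 0.276 over 12 alternatives. PTR3 lost its call with DESeq2, with no count minimum and without pre-induction or post-induction replicate 2, and STP2 with DESeq2, without pre-induction replicate 2 and without post-induction replicate 1.

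Among the factors of cap-dependent translation the changes went both ways. The poly(A)-binding protein gene PAB1 had 1 of 6 guides lowered (-2.12 ± 0.41, SE), guide 03, with P(Z) at -3.08 and P(TFC1) at -0.99. Its guides 01, 08 and 09 also had a lowered P(Z) barcode (-2.91, -2.30 and -1.60). Their P(TFC1) changes were -0.91, -1.15 and -1.52, and their ratio changes of -1.95, -1.17 and -0.03 were not called. In guides 00 and 02 neither P(Z) (-0.415 and -0.455) nor the ratio was called. CDC33, which encodes the cap-binding protein eIF4E, had 1 of 6 guides raised (2.43 ± 0.29) and 1 lowered (-1.36 ± 0.36), and the lowered guide lost its call with DESeq2, with single barcodes and without either pre-induction replicate or post-induction replicate 2. The raised CDC33 guide lost P(TFC1) barcodes, with a change of -1.92 ± 0.22 against 0.47 for P(Z). CDC33 guide 08 had both barcodes lowered, P(Z) at -1.58 and P(TFC1) at -0.89, and its ratio change of -0.67 was not called. In guides 01, 02 and 05 neither barcode was called. The 7 genes the study discussed, among them TAT1, ARO80, PAB1 and CDC33, had 4 genes with a lowered guide (adjusted p = 0.000252), with 8 lowered guides over all guides and 10 adjusted over the list alone. The study read ARO80, TAT1, PAB1 and TIF34 from this screen, so this count is not independent evidence. Outside the screen, the study measured single PAB1 and TIF34 guides by RT-qPCR. It also reported that depleting eIF4E protein induced ARO10 and, slightly later, the P(Z) reporter. By its report, deleting ARO80, already known to regulate ARO10, abolished this ARO10 induction, and medium without aromatic amino acids mitigated it.

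Mediator and the RNA polymerase II list held genes with lowered guides more often than other genes did. Mediator, the coactivator that links activators to RNA polymerase II, had lowered guides for 6 of 25 genes (odds ratio 10.9, 95% interval 3.52 to 28.8, adjusted p = 0.00059), with GAL11 in 2 of 6 guides (-2.22 ± 0.70, SD), SRB5 in 2 of 6 (-1.87 ± 0.007) and RGR1 in 1 of 7 (-2.0). RNA polymerase II and its general factors had lowered guides for 6 of 29 genes (odds ratio 9.00, adjusted p = 0.00126), with RPB10 in 1 of 6 guides (-2.37), SSL1 in 1 of 7 (-1.91) and RPC10 in 1 of 5 (-1.85). Lowered guides numbered 8 and 6 in these lists over all guides, and 10 and 7 adjusted over the list alone. Mediator also had 1 raised guide, and the polymerase list had 9, on 4 of 29 genes, more than its lowered ones. SAGA and TFIID, which also act in transcription, had 14 raised and 3 lowered guides. The polymerase list had no gene with a lowered guide without pre-induction replicate 1 (adjusted p = 1) and did not pass without pre-induction replicate 2 (0.242) or with DESeq2 (0.441), in a range of 0.000301 to 1 over 12 alternatives. All 3 named polymerase calls were lost with DESeq2, with no count minimum, without pre-induction replicate 1 and without post-induction replicate 1, and that of RGR1 without pre-induction replicate 2. Lowered guides were found for 3 of 22 genes of SWI/SNF and RSC (adjusted p = 0.0758) and 2 of 10 of eIF4F and the poly(A)-binding protein (0.0952), which did not pass. Of 12 alternatives they passed in 4 (0.00283 to 0.217) and 1 (0.0322 to 0.426), and translation elongation and termination (2 of 15, 0.194) passed in 2 (0.0261 to 0.484).

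Means over called guides are selected for size and lie further from 0 than medians over all guides of a gene. Among the genes with the highest mean change were CCT6 and TCP1, subunits of the chaperonin that folds actin and tubulin, at 4.39 ± 0.82 and 3.93 ± 0.41 (SD), SUI3 and GCD11 of eIF2, RPL3 at 4.20 ± 1.13, RPL15A at 4.14 ± 0.41, the Arp2/3 subunit ARC35 at 4.01 ± 0.64, the lysine permease gene LYP1 at 3.90 ± 1.33 and the ubiquitin ligase subunit MET30 at 3.82 ± 1.39, each with 2 to 4 guides. The lowest, after ARO10 and GAL1, were SDH6 at -2.53 ± 0.94, GAL11, the RNA-binding protein gene NRD1 at -2.10 ± 0.55, TIM17 of the mitochondrial import channel at -2.01 ± 1.33, SRB5, BCY1, the regulatory subunit of protein kinase A, at -1.85 ± 0.69, TAT1 and HYP2, which encodes eIF5A, at -1.66 ± 0.61. SDH6 lies 700 bp from ARO10 and points away from it in the annotation. NRD1 lost its calls with DESeq2 and a minimum of 64 counts, and SRB5 and HYP2 lost theirs without pre-induction replicate 1. The highest single guides were of CCT2, SEC17 and RPS3. Their P(TFC1) counts went from 86 to 2, from 77 to 1 and from 109 to 4, falls of 47.5-fold (95% exact binomial interval 12.8 to 399), 85.1-fold (14.8 to 3403) and 30.1-fold (11.4 to 112), so the size of the fitted ratio change rests on few counts. The 3 lowest single guides were all of ARO10, at -4.55 ± 0.52, -3.33 ± 0.43 and -3.23 ± 0.59 (SE).

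The ratio can rise because P(Z) rises or because P(TFC1) falls, so both barcodes were tested alone. Barcodes of either promoter follow the abundance of a guide's cells as well as promoter activity. A P(Z) barcode that stays level while P(TFC1) falls therefore does not show that reporter output per cell was unchanged. P(TFC1) barcodes were lowered for 1152 guides and raised for 155 (edgeR, adjusted p below 0.05). The genes with the lowest means were TAF5 (-3.49, 5 of 8 guides), SEC17 (-3.32, 3 of 9), RPL3 (-3.16, 3 of 6), RPS3 (-3.15, 4 of 6) and RPB7 (-3.12, 5 of 9), and no gene had 2 guides raised by more than 1. DESeq2 lowered 687 and raised 21 guides, and without either pre-induction replicate 665 and 673 guides were lowered and 60 and 65 raised. P(Z) barcodes were raised for 1548 guides and lowered for 616. The highest means were those of MET30 (2.63, 2 of 4 guides), MSH3 (2.62, 4 of 9), MOT1 (2.50, 4 of 5), TCP1 (2.49, 3 of 5) and the ubiquitin-activating enzyme gene UBA1 (2.46, 2 of 4), and the lowest those of PZF1, which encodes TFIIIA (-3.94, 2 of 9), the polymerase subunits RPB10 (-3.58, 2 of 6), RPB7 (-3.31, 6 of 9) and RPB3 (-3.17, 3 of 4), and NRD1 (-2.79, 2 of 5). Lowered P(Z) guides numbered 353 with DESeq2 and 323 and 338 without either pre-induction replicate. Scaling to the barcodes that name no guide, which moved the median guide to -0.46 for P(Z), gave 755 raised and 9348 lowered guides for P(Z), and 49 and 1469 for P(TFC1).

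The barcode that moved was counted for the raised guides of the 11 lists past the test for raised guides. Of the 1641 guides with a raised ratio, 1063 (64.8%) had a raised P(Z) barcode and 745 (45.4%) a lowered P(TFC1) barcode, with both in 393 guides and neither in 226. In the 26S proteasome 46 of 55 raised guides had a lowered P(TFC1) barcode and 13 a raised P(Z) barcode, in small ribosomal subunit proteins 37 and 7 of 43, and in eIF3 5 and 1 of 6. In the aminoacyl-tRNA synthetases 30 of 33 raised guides had a raised P(Z) barcode and 19 a lowered P(TFC1) barcode, in eIF2 and eIF2B 14 and 12 of 14, and in nuclear import and pore genes 11 and 4 of 14. In large ribosomal subunit proteins 81 of 131 raised guides had a raised P(Z) barcode and 99 a lowered P(TFC1) barcode, in large subunit biogenesis 52 and 51 of 81, in small subunit biogenesis 14 and 33 of 51, in RNA polymerase III 17 and 13 of 22, and in the TORC1 list 7 and 5 of 11. The raised TIF34 guide had a P(TFC1) change of -3.15 ± 0.35 (SE) and a P(Z) change of -0.44. Of the 214 guides with a lowered ratio, 138 (64.5%) had a lowered P(Z) barcode and 12 a raised P(TFC1) barcode. The difference between lists in these shares was not tested. No list was compared with other genes whose guides lowered P(TFC1) barcodes. Because both barcodes follow cell abundance, these shares do not show in which lists reporter output per cell rose.

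**Figure D3:**
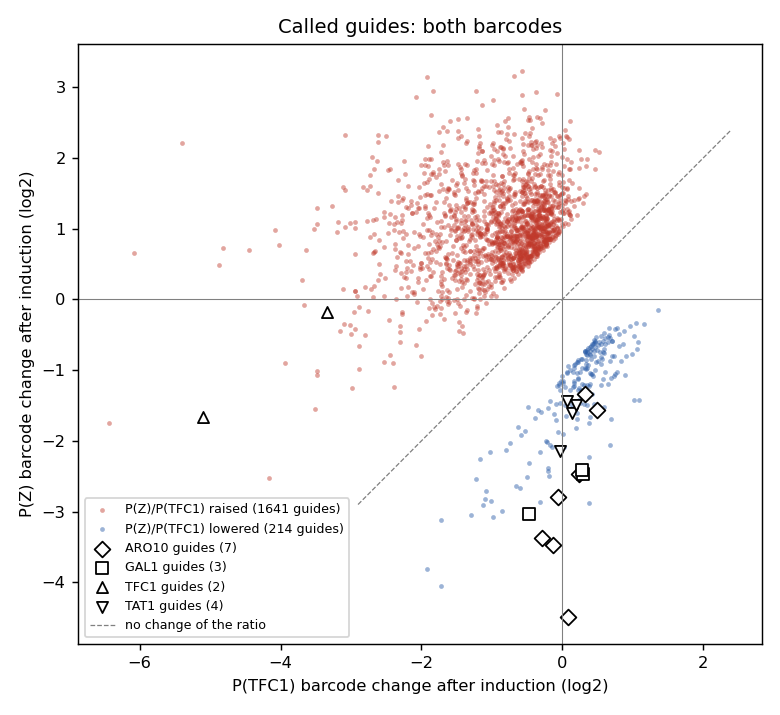
Change of the P(Z) barcode (vertical axis, log2) against that of the P(TFC1) barcode (horizontal axis, log2) for the 1641 raised and 214 lowered guides, with called guides of ARO10, GAL1, TFC1 and TAT1 outlined. ARO10, GAL1 and TAT1 guides lie low on the vertical axis near 0 on the horizontal axis, and TFC1 guides lie far to the left.

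Guides of one gene agreed more often than guides of randomly grouped genes. In 302 genes 2 or more guides were raised, against a mean of 168 over 1000 permutations of gene labels, and in 17 genes 2 or more were lowered, against 3.25 (permutation p = 0.001 for both, the smallest these permutations can give). Guides called both ways were found in 18 genes, against 44.9 in permutations (p = 0.001 in the lower tail, again the smallest these can give). The changes of replicates 1 and 2, with samples matched by number, correlated with a Pearson r of 0.474 across all guides, which are not independent replicates.

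Background was sought in 2 kinds of control. When barcodes that name no guide were grouped at random into 2738 sets, with numbers of barcodes drawn from those of guides, and centred on their own median, a comparison chosen after their shift was seen, as was that of the mitochondrial-genome guides, 5 sets were raised and 5 lowered by more than 1 (0.183% raised). On the scale used for the guides, without that centring, 62 of the sets were raised (2.26%) and 0 lowered by more than 1 with edgeR's test, and 23.0% of them had an unadjusted p below 0.05. Of 100 guides named for genes of the mitochondrial genome, whose sites in the nucleus, if any, were not checked because guide sequences are not given in the sources used here, 4 were raised and 0 lowered by more than 1 with edgeR's test. DESeq2 called 3 and 0, and 9 were higher and 4 lower at an unadjusted p below 0.05. Their raised share of 4% (exact binomial 95% interval 1.10 to 9.93%) was close to the 4.64% of all other guides (exact Fisher p = 1).

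**Figure D4:**
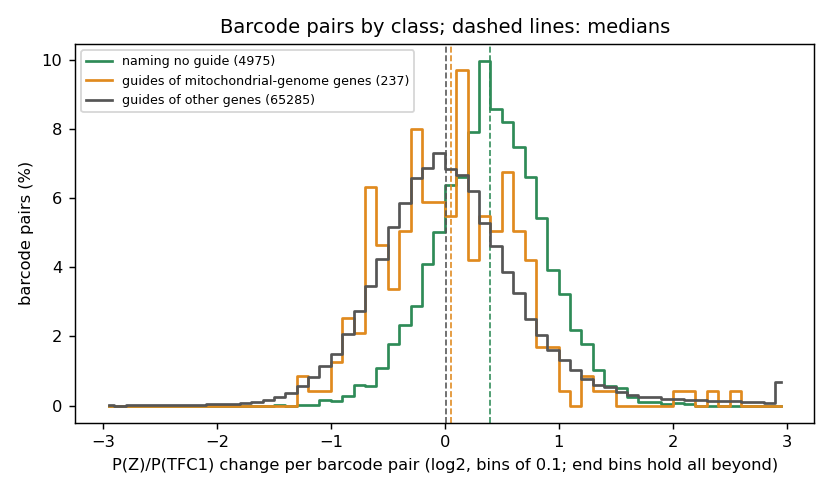
Distribution of the P(Z) over P(TFC1) change per barcode pair (log2, horizontal axis) as percent of pairs in bins of 0.1, with the end bins holding all beyond, for 4975 pairs that name no guide, 237 pairs of mitochondrial-genome guides and 65285 pairs of other guides. Dashed medians are at 0.40, 0.05 and 0.01.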

Values the study reported

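The study described a library of approximately 48,000 gRNAs linked to RNA barcodes, with library diversity judged against 240,000 unique barcodes. It excluded barcodes below 32 counts in the samples taken before induction.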

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

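The 3 tests of barcodes that name no guide, and the raised share over all called guides under another scaling, were chosen only after the result was seen. Barcode pairs that name no guide, which the guide comparisons do not use, rose in the P(Z) over P(TFC1) ratio after induction relative to guides, and stood out because they are data outside the main measurement with a signal above the control guides. Their median log2 change was 0.40, with 0.37 and 0.43 for replicates 1 and 2, against 0.05 for pairs of mitochondrial-genome guides. The median change was 0.48 for their P(Z) barcodes and 0.07 for their P(TFC1) barcodes. Selection by the count minimum is argued against by the summed counts of all these barcodes, which changed by 0.30 relative to guides with no minimum, and a few abundant barcodes are argued against by 81.0% of pairs lying above 0. Mitochondrial-genome guides lay 0.35 below these barcodes (permutation p = 0.0001, the smallest 10000 permutations can give), but whether these guides have sites in the nucleus is not known here and 4 of 100 were raised, so repression of nuclear targets by most guides stays open. What the shift means, and what scaling to these barcodes means, depends on whether they are plasmids without a guide or pairs whose guide was not assigned, which stays open, and no biological explanation was tested.

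More guides rose than fell. The scaling sets much of the count, since scaling to the barcodes that name no guide took the raised share of called guides to 24.7%. Among changes of more than 2, 682 guides rose and 29 fell with TMM. Scaled to the barcodes that name no guide, 461 still rose and 88 fell, 5.24 times as many. This scaling, which moved the median guide to -0.38, thus changed part of the split of large changes and not all of it. Larger shifts were not tried, so the values do not settle what scaling in general accounts for. Low counts alone are argued against by the 8852 guides with the most counts before induction, where 75.3% of called guides were raised. This share was 91.1% in the 8852 guides with the fewest counts, so counts remain open as a part of the difference. No biological explanation was tested.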

How the results depend on the processing

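Scaling to barcodes naming no guide, and DESeq2 for the lists, were chosen after seeing the data. Where no cause is named below, the cause was not tested. For the ratio, raised guides (1860) numbered 892 with a minimum of 64 counts and 1034 with only guides of 2 or more barcodes, both with fewer guides tested, 1119 with DESeq2 and 1215 scaled to barcodes naming no guide. Lowered guides (359) numbered 598 with total counts, 602 with limma, 191 with the minimum of 64, 228 with 2 or more barcodes, 75 with DESeq2, 603 with no minimum (more guides tested), 214 beyond a change of 1 and 3708 scaled to barcodes naming no guide. Leaving out a sample gave 1301 to 1508 raised and 158 to 418 lowered guides, with the fewest lowered without pre-induction replicate 1 (158) and 2 (170). The lone sample left is assumed to vary like the others. For P(TFC1), raised guides (155) numbered 21 with DESeq2, 288 with no minimum and 49 scaled to barcodes naming no guide, and 60 to 204 with a library left out. Lowered guides (1152) numbered 687 with DESeq2 and 665 to 1320 with a library left out. For P(Z), raised guides (1548) numbered 755 and lowered guides (616) 9348 scaled to barcodes naming no guide, and lowered guides 353 with DESeq2 and 323 to 473 with a library left out. Lists passing for raised guides (11) numbered 17 when tested over guides, and 10 to 16 with a sample left out. Of 192 values of single lists under alternatives, 172 stayed past the threshold, 19 did not, and the RNA polymerase II list had no lowered gene without pre-induction replicate 1 (adjusted p 0.000301 to 1 with a sample left out). Genes with 2 or more lowered guides (17) numbered 31 without the limit on size and 26 with no count minimum. Of 1021 mean changes of named genes under alternatives none changed sign, and in 39 no called guide was left. Replicate correlations were 0.967, 0.967, 0.951 and 0.959 on raw counts (P(TFC1) before and after, P(Z) before and after), and 0.949 for P(TFC1) and 0.929 for P(Z) after induction with no minimum, where the ratio changes of replicates 1 and 2 correlated at 0.310.

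With the replicate number as a block, the ratio had 1894 raised and 385 lowered guides, P(Z) 1575 and 642, and P(TFC1) 276 and 1339, and it moved no other count by over 1.5 times. The deviations of same-numbered samples before and after induction correlated at 0.0124 for the ratio, 0.039 for P(TFC1) and 0.0344 for P(Z), and those of both promoters at 0.0616 before and 0.0849 after, across guides, all under 0.1. The protocol sampled each population before and after induction, but the labels do not say that a number marks the same population at both times. In simulated counts 12 of 100 guides changed by 1 were recovered for the ratio, so most changes of that size would be missed there. How far depth sets recovery was not tested.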

Other observations

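The gene groups of the first 2 paragraphs, the genes named in them, the comparisons of lists, MSH3's neighbour and all of their tests were chosen after the values were seen, while the 3 tests on genes outside the lists were fixed before their results, the last of them once the other 2 had been seen. Guides against the CCT chaperonin raised the ratio for 7 of 8 genes (odds ratio 34.5, adjusted Fisher p = 0.000162), and lowered it for 1 (adjusted p = 0.419). CCT5 was raised in 4 of 4 guides (3.17 ± 1.52, SD) and TCP1 in 3 of 5. Actin and the Arp2/3 complex, which nucleates branched actin filaments, had raised guides for 7 of 8 genes (adjusted p = 0.000162), with ARP2 in 4 of 6 guides (3.62 ± 1.06) and ACT1 in 3 of 6 (3.66 ± 1.56). COPI and COPII coat genes, which form transport vesicles between the endoplasmic reticulum and the Golgi, had raised guides for 9 of 13 genes (odds ratio 11.1, adjusted p = 0.000167), with SEC27 in 5 of 7 guides (3.03 ± 0.58) and SEC21 in 4 of 8 (3.20 ± 0.49). In raised guides of these 3 groups the median P(Z) change was 2.15, 1.85 and 1.20, and the median P(TFC1) change -1.44, -0.87 and -1.75.

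Branched-chain amino acid synthesis had raised guides for 5 of 11 genes, among them ILV5 in 6 of 7 guides (2.61 ± 0.62) and ILV2 in 5 of 6 (2.10 ± 1.15), but the group did not pass (adjusted p = 0.0784). For Rsp5, a ubiquitin ligase of permease turnover, with its adaptors and partner enzymes, 4 of 16 genes had raised guides (adjusted p = 0.570), with BUL1 in 7 of 9 guides (1.98 ± 0.64). The permease gene GNP1 was raised in 4 of 4 guides (2.62 ± 0.30) and DIP5 in 2 of 5 (1.65 ± 0.17), while TAT1 was lowered. The Sum1 repressor complex had raised guides for 2 of 3 genes (adjusted p = 0.183), with RFM1 in 4 of 6 guides (2.23 ± 0.60) and a mean P(TFC1) change of 0.04 in those guides. The tyrosine tRNA synthetase gene TYS1 was lowered in 3 of 9 guides (-1.66 ± 0.55), in a list whose other called genes were raised. Raised guides were more frequent for large than for small ribosomal subunit proteins (51 of 81 against 21 of 57 genes, odds ratio 2.89, 95% interval 1.37 to 6.26, adjusted Fisher p = 0.00484). They were also more frequent for the 26S proteasome than for cytosolic ribosomal proteins (23 of 30 against 72 of 138, adjusted Fisher p = 0.0152). The same held for cytosolic against mitochondrial ribosomal proteins (72 of 138 against 7 of 66, odds ratio 9.10, adjusted Fisher p = 8.19e-09). Differences between these lists in the abundance of guide-carrying cells were not separated from these results.

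Many raised guides belonged to genes outside the 11 raised lists, and a candidate explanation is that a guide acts on a neighbour that shares a divergent promoter. This hypothesis came from example genes such as SDH6 beside ARO10 and was tested on the same data. Genes divergent to a list gene with a raised guide had a raised guide in 23 of 79 cases (29.1%) against 401 of 2648 (15.1%) for other divergent genes (odds ratio 2.30, 95% interval 1.33 to 3.85, adjusted Fisher p = 0.00454), among them PAM18 beside RLP24 (6 of 9 guides) and KAR3 beside RRP15 (4 of 10). Nearness of convergent genes, whose starts lie apart, is argued against, with a raised guide in 11 of 101 cases against 396 of 2654 (odds ratio 0.70, 95% interval 0.333 to 1.32). Divergent neighbours had raised guides more often than convergent ones (odds ratio 3.34, 95% interval 1.43 to 8.21, exact Fisher p = 0.00355). Tandem neighbours were not tested, and no limit was set on distance. Nearness of gene starts without a shared promoter thus stays open. For guides with 2 or more barcodes, changes of single barcodes are argued against by the other barcodes of a raised barcode's guide. Of these 74.5% lay above 1, against 6.39% after shuffling, each counted once per raised barcode of its guide. Guides with 1 barcode pair, 18533 of the 35408 tested, could not be checked this way. The divergent neighbours with a raised guide were 23 genes, against 401 other divergent genes with one. A role of these genes themselves stays open and was not tested. MSH3, raised in 4 of 9 guides (3.23 ± 0.48), lies 296 bp from the divergent gene CDC39, none of whose 6 guides were called.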
